A study of Homo sapiens with 6 samples. Its data were reported in "Haploinsufficiency of RREB1 causes a Noonan-like RASopathy via epigenetic reprogramming of RAS-MAPK pathway genes" (2020).

How the data were processed

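Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was performed in HEK293 cells, a human embryonic kidney line that carried a tetracycline-inducible, FLAG-tagged RREB1. RREB1 is a zinc finger transcription factor, and FLAG is a short peptide tag that an antibody recognises. Chromatin was cut with an enzyme and precipitated with an antibody against the tag. Per the labels, the series holds 3 FLAG-RREB1 ChIP samples and 3 input samples, which are chromatin sequenced without immunoprecipitation. Peak lists of the 3 ChIP samples were analysed here. No values of the input samples on their own, and no list of broad peaks, were analysed here. The labels name no treatment, so whether the tagged protein was induced in each sample is not known here, and they name both HEK293 and its derivative HEK293T as the source.

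The authors aligned the reads to hg38 with bwa and called peaks with MACS2, 1 list per replicate. Each deposited line is 1 peak, with its summit, its fold enrichment over the local background at the summit, and the −log10 p and −log10 q that the authors' peak caller gave it. The fold, a ratio, was used to describe and rank peaks. The smallest −log10 q in each deposited list puts the authors' threshold at a q of 0.05. Peak names inside the deposited lists carry the numbers 2, 3 and 5 for the samples that the labels call replicates 1, 2 and 3, and replicates are named here as in the labels. The names also carry a path with the word merge, so whether sequencing runs were merged, or samples renumbered, before calling is not known, and n = 3 counts lists. Chromosome names follow Ensembl, and every peak end lay within the sequence lengths of the hg38 reference used here. Genes and transcription start sites (TSSs) were taken from GENCODE release 44. The study's annotation was not used here.

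Because the caller's fold and p depend on the summit pileup and the local background alone, both were solved for at each peak, taking the fold as (pileup + 1) / (background + 1) and p as the Poisson probability of a higher pileup. A whole pileup was recovered for 100% of peaks in each list. Of the backgrounds above the genome-wide floor, 99.9%, 100.0% and 100.0% in replicates 1, 2 and 3 fell on the steps of a scaled control read count averaged over 10 kb or less, against 6.62%, 6.98% and 6.42% by chance. An input library was therefore part of the authors' peak calling, scaled by 0.906, 0.859 and 0.935. The genome-wide floor was 1.46, 1.42 and 1.57 fragments. With the caller's default effective genome size of 2.7 Gb, which is an assumption, these floors amount to 39.4, 38.3 and 42.3 M ChIP tags. Total read counts were not analysed here, so depth is known only to this extent.

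Peaks of different replicates that overlapped by at least 1 bp were joined into regions, and a region was called shared when at least 2 replicates held a peak in it. The summit of a region was that of its peak with the highest −log10 q. Overlap between replicates was the share of the shorter list that overlapped the longer one, tested one-sided against 1000 random placements of the shorter list on its own chromosomes outside assembly gaps. Agreement of strength was described by Spearman's rank correlation of the authors' fold across regions, with no p, since regions are not independent replicates. Promoter share was the share of shared regions with a summit within 3 kb of any TSS, tested one-sided against 1000 random placements. Tests that use sequence or TSSs were run on chromosomes 1 to 22, X and Y.

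The RAS response element (RRE) was searched as CCCCAAACMMCCCC (M is A or C) on both strands, with at most 2 mismatches, within 100 bp of the summit. Its share was ranked among 1000 random orders of its own positions, two-sided, and set against windows 2 kb to either side. A list of 79 RAS-MAPK genes was written from general knowledge of the pathway, and 7 of them are named in the study's text, not all as bound by RREB1. Genes of the list with a shared region within 3 kb of a TSS were compared with all other protein-coding genes by a two-sided Fisher's exact test, and with 10000 random lists, matched on a property of the genes, by a two-sided permutation test. Adjustment was by Benjamini-Hochberg over the 6 tests. Intervals are 95% Wilson intervals for shares and 95% bootstrap intervals over 1000 draws of regions for ratios, and both cover counting error only.

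Named genes followed a rule. They were the genes the study names for ChIP or as MAPK targets, with RREB1 itself, whatever their values, and the 5 regions in all 3 replicates with the highest lowest fold. The tests, the list, this rule and most alternatives were fixed before the data were examined. The alternatives were a −log10 q of at least 5, the same number of peaks from each replicate, a 50% reciprocal overlap, chromosomes 1 to 22 and X, other promoter distances and TSS sets, other mismatch limits and windows for the RRE, other backgrounds for the gene list, and leaving out each replicate in turn. Alternatives chosen after the data were examined were one p threshold for the 3 lists, random moves of 10 to 100 kb in place of random placement, and random gene lists matched on TSS spread, on TSS spread and CpG content together, or on the density of nearby regions. Sequences other than the RRE were sought only after the data were examined, by ranking all 4096 sequences of 6 bases by their frequency within 100 bp of the summits of the 1000 peaks with the highest −log10 q in each replicate, relative to windows 2 kb to either side.

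The overlap, the promoter share, the RRE search, the Fisher test of the gene list and the pileup recovery were tested on simulated data. The rank correlation, the ranking among permuted RREs, the bootstrap ratios and the matched gene lists were not. With 5000 peaks and a planted overlap of 40%, a mean of 40.0% was recovered, and 0 of 20 runs without planted overlap had a p of at most 0.05. With 2000 regions, of which 20% were planted at TSSs, the planted share estimated from the excess over random placement was 19.7%. All 500 planted RRE sites were found in 5000 windows. In simulated lists of 79 genes with a true odds ratio of 3, the median odds ratio was 3.02, and 4% of lists without a difference had a p of at most 0.05. Of 4851 simulated peaks, 100% gave back their pileup. Scripts ran in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, pysam 0.24.0, numba 0.67.0, matplotlib 3.10.9 and samtools 1.23.1.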

Results

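The data were made to map where FLAG-tagged RREB1 bound in HEK293 cells, with 3 FLAG-RREB1 ChIP samples and 3 input samples. The ChIP peak lists held 37675, 39281 and 15532 peaks in replicates 1, 2 and 3 (mean 30829 ± 13272, SD, n = 3). Replicate 3 held the fewest, although the ChIP tag number estimated from its background, 42.3 M tags under an assumed genome size, was the highest of the 3. The peaks covered 10.7, 11.5 and 4.04 Mb. Median peak width was 208, 212 and 196 bp. The median fold enrichment that the authors' caller gave was 4.29, 4.41 and 4.49, and the median summit pileup behind it was 13, 13 and 15 fragments. No list held a summit with a pileup below 7, so weaker sites are not listed at this depth. With a −log10 q of at least 5, the mean number of peaks was 10478.

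The first comparison asked whether the replicates found the same sites. Of the 37675 peaks of replicate 1, 55.7% overlapped a peak of replicate 2. Of the 15532 peaks of replicate 3, 75.8% overlapped a peak of replicate 1 and 77.4% a peak of replicate 2. Random placement gave means of 0.947%, 0.892% and 0.950%. The one-sided permutation p was 0.001 for each pair, the smallest that 1000 placements can give (0.0012 after adjustment over 6 tests). The lists differ in length, and each share is of the shorter list. With the same number of peaks from each replicate, the overlap was 55.7% for replicates 1 and 2, 52.0% for replicates 1 and 3 and 53.0% for replicates 2 and 3, a mean of 53.6%. With all peaks the mean overlap was 69.6%, and it fell to 36.9% when at least 50% of both peaks had to overlap, with the same p.

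Joining overlapping peaks gave 57075 regions. Of these, 34537 (60.5%) were held by 1 replicate, 12470 (21.8%) by exactly 2 and 10068 (17.6%) by all 3, so that 22538 were shared by at least 2 replicates. Without replicate 1 the shared regions numbered 11341, and without replicate 2 11130. Replicates 1 and 2 alone accounted for 10050 of the regions in exactly 2. Of the peaks of replicates 1, 2 and 3, 59.0%, 56.9% and 86.1% lay in a shared region.

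**Figure D1:**
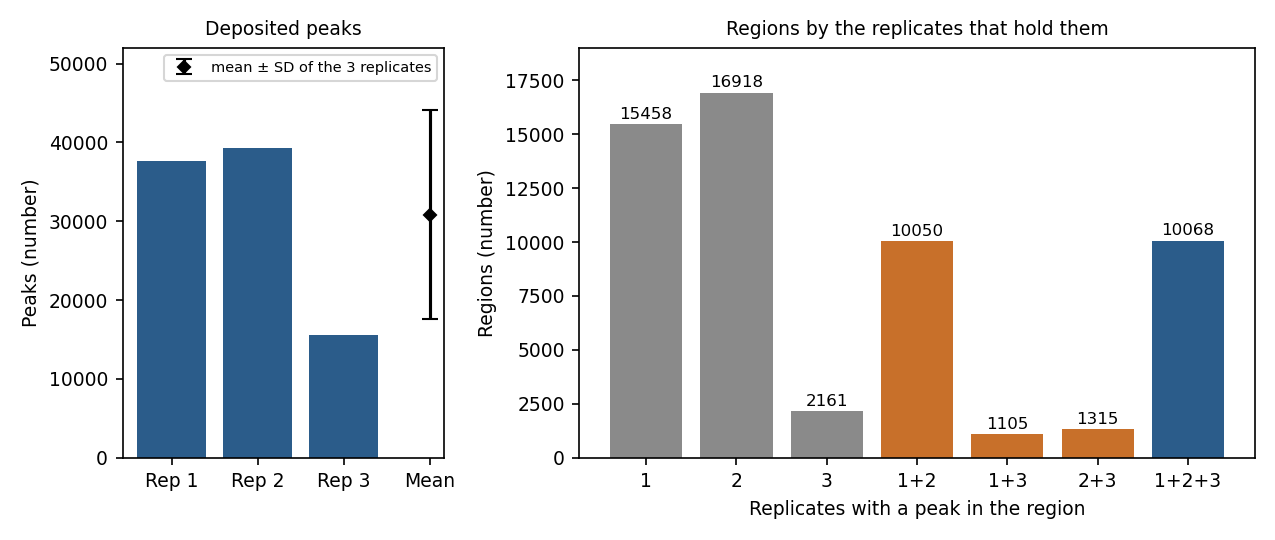
Left, the number of deposited peaks in each of the 3 FLAG-RREB1 ChIP replicates, with their mean ± SD as a diamond. Right, the number of regions by the replicates that hold a peak in them, where 10068 regions were in all 3 and 2161 in replicate 3 alone.

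Among regions shared by a pair of replicates, the rank correlation of fold enrichment was 0.395 for replicates 1 and 2 (20118 regions), 0.373 for replicates 1 and 3 (11173 regions) and 0.389 for replicates 2 and 3 (11383 regions), a mean of 0.386 ± 0.011 (SD over the 3 pairs). These coefficients are across regions, which are not independent replicates. Ranking by −log10 q moved the mean most, to 0.481.

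The next comparison asked where the shared regions lay relative to TSSs. Of 22498 shared regions on chromosomes 1 to 22, X and Y, 8421 (37.4%) had a summit within 3 kb of a TSS. Random placement gave 19.8% ± 0.263 (SD over 1000 placements), and none of the placements reached the observed share (one-sided permutation p 0.001, the smallest possible; 0.0012 after adjustment). The share over all peaks was 36.3%, 37.7% and 38.3% in replicates 1, 2 and 3, each above its random mean. The 1 kb limit moved the share most, to 21.1% against 8.22% at random. When regions were moved by a random 10 to 100 kb, which keeps them in the same neighbourhood, the random share rose to 27.6%, still below the observed one. The excess was largest close to the TSS. Within 100 bp of a TSS lay 5.52% of shared regions, 4.95 times the random share, and between 1 and 3 kb lay 16.3%, 1.41 times the random share. The median distance to the nearest TSS was 5572.5 bp, against 12748 bp at random.

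**Figure D2:**
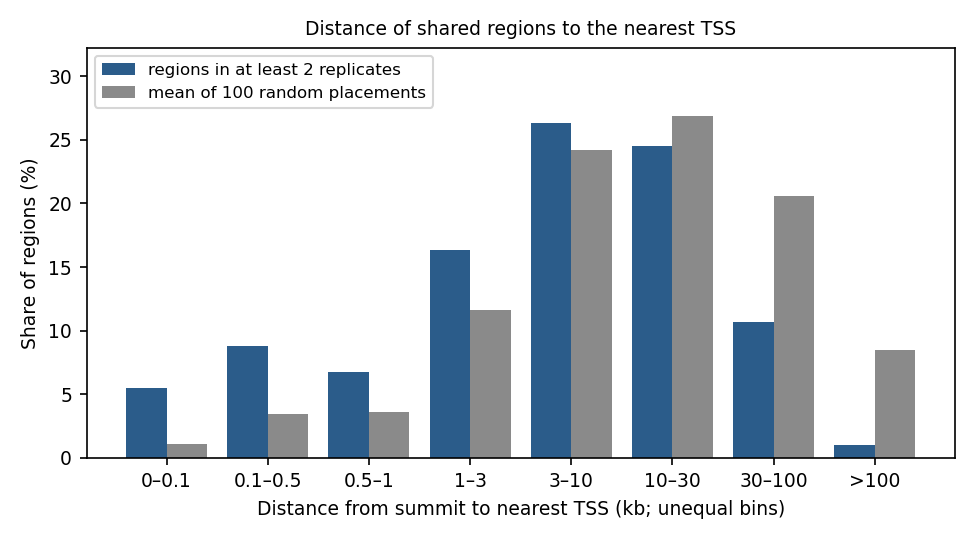
Share of shared regions (percent, y axis) by the distance from their summit to the nearest TSS (kb, x axis, unequal bins), beside the mean of 100 random placements. Shared regions exceed random placement up to 10 kb and fall below it farther out.

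Each summit was put in 1 class, with promoters assigned before the others. Promoters held 37.4% of shared regions against 19.9% over 100 random placements, and theirs was the highest ratio to random of the classes, 1.88. Introns held the largest share, 40.8%, against 43.7% at random, and distal intergenic DNA held 17.1% against 32.2%. Untranslated regions held 1.26% and other exons 1.16%, close to the random 1.22% and 1.17%. Over the peaks of single replicates the intron share was 41.2% ± 1.90 and the distal share 16.8% ± 1.03 (SD, n = 3). In all, 4921 of 20007 protein-coding genes (24.6%) had a shared region within 3 kb of a TSS, and 2702 (13.5%) had one held by all 3 replicates. Without replicate 1 the genes with a shared region there numbered 2989, and without replicate 2 2885.

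The study placed RREB1 near RREs, which are C-rich sequences. In a comparison with the binding of another protein, it took RRE motifs from a matrix database. A fixed sequence with a limit on mismatches was searched here instead, so the sites may differ from those of the study. Of the 22498 shared regions, 192 (0.853%, 95% Wilson interval 0.741 to 0.982) had an RRE with at most 2 mismatches within 100 bp of the summit. The median over 1000 random orders of its positions was 1.53%, and 46 orders gave a lower share than the RRE, so the share did not differ from that of the permuted sequences (two-sided permutation p 0.0959). No alternative brought it past the threshold, with p between 0.0579 and 0.292. Windows 2 kb to either side held the RRE in 1.06% of cases. The summit share was 0.802 times that of the flanks (95% bootstrap interval 0.679 to 0.943). The flanks differed from each other, with 1.17% to the left and 0.960% to the right. The ratio was 0.730 (0.610 to 0.884) against the left flank alone and 0.889 (0.734 to 1.07) against the right flank alone. With 250 bp to either side the ratio to both flanks was 0.989 (0.898 to 1.09), and with at most 3 mismatches it was 0.977 (0.921 to 1.04).

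**Figure D3:**
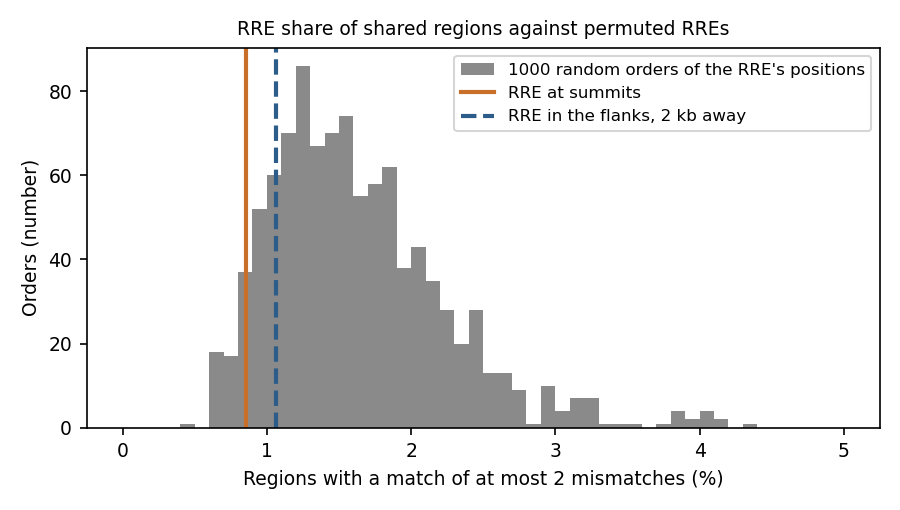
Number of permuted RREs (y axis) by the share of shared regions that hold them with at most 2 mismatches within 100 bp of the summit (percent, x axis). The RRE itself (solid line, 0.853%) lies in the lower part of the permuted values, below its own share in the flanks (dashed line, 1.06%).

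To ask whether RAS-MAPK genes were bound more often than others, the 79 genes of the list were compared with the rest. Of these, 36 (45.6%, 95% Wilson interval 35.0 to 56.5) had a shared region within 3 kb of a TSS, against 4885 of 19928 other protein-coding genes (24.5%). Without replicate 1, 20 genes of the list had one, and without replicate 2, 22. With all replicates the odds ratio was 2.58 (two-sided Fisher's exact p 5.9e-05, 0.00035 after adjustment over 6 tests). Without the genes that the study names, 34 of 72 genes had one (odds ratio 2.76). The lowest odds ratio was 1.81, against random lists matched on both CpG content and the length of genome near TSSs (two-sided permutation p 0.0112).

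Of the 12 genes fixed by name, 3 had a peak within 3 kb of a TSS in all 3 replicates (MYC and RREB1, and ARHGEF2 at different TSSs), 1 in exactly 2 (JUN), 1 in a single replicate (FGFR4) and 7 in none (HRAS, MAP2K2, DUSP7, JUND, AKT1, MIR143 and MIR145). The study itself did not detect binding at the JUND and AKT1 promoters. HRAS and MAP2K2 go the other way, since the study reported binding at their promoters by ChIP, as it did at JUN, MYC and FGFR4. The study also took MIR143 and MIR145 as positive controls for ChIP and reported that they bore out earlier results. For both, the TSS used here was the start of a short annotated gene, 149428918 to 149429023 and 149430646 to 149430733 on chromosome 5. A promoter farther away was not tested, so no disagreement with the study is drawn for them. At MYC on chromosome 8, the peak of replicate 1 spanned 127735421 to 127735852 (hg38), that of replicate 2 127735495 to 127735949, and that of replicate 3 127735288 to 127735826. Their summits lay 96, 74 and 23 bp from the nearest TSS, with a fold of 6.10, 7.03 and 5.06. RREB1 itself, on chromosome 6, had 5 shared regions within 3 kb of its TSSs, and the strongest promoter peak of each replicate had a fold of 7.82, 8.02 and 7.40. At ARHGEF2 on chromosome 1, the replicates did not share one site, and no region there was held by all 3. The strongest promoter peaks of replicates 1 and 2 had summits at 155977079 and 155977128, while the only promoter peak of replicate 3 had its summit at 156009231, near another TSS. Only 1 replicate had a peak within 1 kb of a TSS of this gene. At JUN, also on chromosome 1, the peaks of replicates 1 and 2 had a fold of 3.03 and 4.05. Their summits lay 2876 and 2992 bp downstream of the nearest TSS, inside the gene. No replicate had a peak within 1 kb of a TSS of JUN.

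FGFR4, HRAS and MAP2K2 are the promoters at which the study showed RREB1 near an RRE. Its case for them also rests on ChIP followed by PCR, on reporter activity of these promoters after RREB1 knockdown, and on lower mRNA after induction. None of that evidence was analysed here. At FGFR4 on chromosome 5, replicate 2 alone had a promoter peak, from 177086394 to 177086493, with a fold of 3.72, a pileup of 8 fragments and a −log10 q of 2.03. It was lost at a −log10 q of at least 5. At HRAS on chromosome 11, the nearest peak was 32808 bp from a TSS. At MAP2K2 on chromosome 19, the nearest peak was 7077 bp from a TSS, in replicate 2 alone, and the nearest shared region 16589 bp from one. A list of called peaks gives no value for a promoter without a call, so binding there was not detected at this depth and threshold, which does not show that it is absent. The closest match to the RRE within 3 kb of the HRAS canonical TSS was CCGCAACCCACCCC, with 2 mismatches, at 536129 to 536142, and 33993 bp from the nearest summit of any replicate. At MAP2K2 it was CCCCAAAGTCCCCC, with 2 mismatches, at 4121830 to 4121843, and 9362 bp from the nearest summit. At FGFR4 it was a run of C with 3 mismatches, at 177086803 to 177086816, and 395 bp from the nearest summit.

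**Figure D4:**
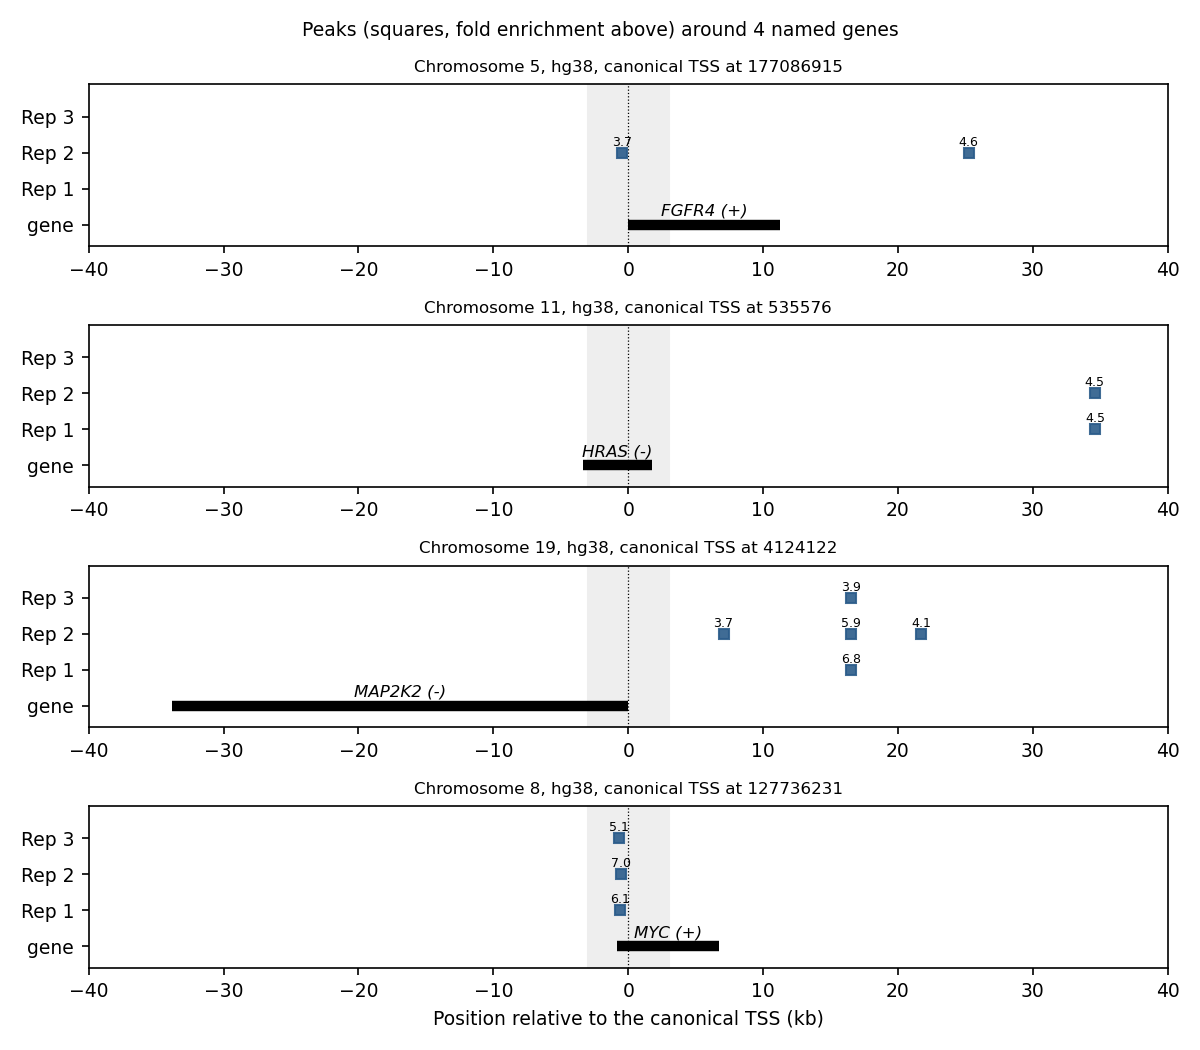
Peaks of the 3 replicates (squares, with fold enrichment above them) within 40 kb of the canonical TSS of FGFR4, HRAS, MAP2K2 and MYC, with gene bodies as black bars, position in kb on the x axis and the 3 kb promoter window in grey. MYC has a promoter peak in all 3 replicates, FGFR4 in replicate 2 alone, and HRAS and MAP2K2 in none.

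The 5 regions with the highest lowest fold over the replicates were all wide, and 1 of the 5 had its summit within 3 kb of a TSS. The first spanned 18924479 to 18926593 on chromosome 1 (hg38), in an intron of IFFO2, with a fold of 24.2, 32.7 and 22.7 in replicates 1, 2 and 3. The second spanned 14346458 to 14347916 on chromosome 5, in an intron of TRIO, 12118 bp from the TSS of a long noncoding RNA gene, with a fold of 26.7, 25.7 and 21.3. The third spanned 37071169 to 37073654 on chromosome 22, in an intron of TMPRSS6 (20.3, 26.9 and 19.5). The fourth spanned 183851279 to 183853235 on chromosome 4, in an intron of STOX2 and 1237 bp from its TSS (20.3, 19.0 and 18.7). The fifth spanned 2440121 to 2441358 on chromosome 19, in an intron of LMNB2 (21.1, 21.9 and 17.5). In 4 of these 5 regions, at least 4 copies of GGATG lay on 1 strand within 100 bp of the summit, a property looked for after these regions were seen. The 41 bp centred on the first summit read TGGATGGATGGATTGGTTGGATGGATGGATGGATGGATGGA. Peaks with such repeats had a local background 0.658 times that of other peaks, and a lower background gives a higher fold at the same pileup.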

Values the study reported

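In its ChIP-seq of flag-tagged RREB1 the study counted 7488 sharp peaks. It also counted 1239 broad peaks. The genes linked to these peaks numbered 3726.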

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

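The alternatives that used one p threshold, random moves of 10 to 100 kb, and gene lists matched on TSS spread or on the density of nearby regions, and the settings of the RRE ratio between summits and flanks, each flank on its own included, were chosen after the results were seen. The others were planned. With a −log10 q of at least 5, the mean number of peaks fell to 10478, the regions in at least 2 replicates to 8257 and those in all 3 to 3499, and with the same number of peaks from each replicate the regions numbered 12185 and 6249. A 50% reciprocal overlap left 5323 regions in all 3 replicates. Each of these settings admits fewer peaks or fewer overlaps by its own construction. Across the fits that each left out one replicate, the regions in at least 2 replicates numbered from 11130 (without replicate 2) to 20085 (without replicate 3), and without replicate 1 there were 11341. A single p threshold for the 3 lists left 21492 shared regions. The protein-coding genes with a shared region within 3 kb of a TSS, 4921 in all, numbered 2989 without replicate 1, 2885 without replicate 2 and 4502 without replicate 3, and the RAS-MAPK genes among them 20, 22 and 35.

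The mean rank correlation rose to 0.481 with −log10 q in place of fold and to 0.40 with a −log10 q of at least 5, and the cause was not tested. It ranged from 0.373 to 0.395 across the fits that each left out one replicate.

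Pairwise overlap, promoter share and the excess of the RAS-MAPK list kept their direction and their side of the threshold under every alternative run on them. The promoter share ranged from 37.2% to 38.2% across the fits that left out one replicate, and the odds ratio of the list from 1.94 to 2.75. The list had its highest p, 0.0246, at a −log10 q of at least 5. The RRE share stayed short of the threshold and below the median of the permuted orders under every alternative run on it. Its ratio between summits and both flanks was below 1 in 9 of 9 other settings, with an interval wholly below 1 in 4 and one that included 1 in 5. That count leaves out regions within 1 kb of a TSS, where the ratio was above 1 (1.02, 0.754 to 1.39). It also leaves out regions without the AP-1 heptamer described below, where the ratio was 0.765 (0.628 to 0.928). Of the calls at named genes, at a −log10 q of at least 5 FGFR4 and JUN had no promoter peak in any replicate, MYC had one in 2 replicates and ARHGEF2 in 1. Within 1 kb of a TSS, JUN had none and ARHGEF2 had one in 1 replicate. The other 18 values for named genes under these settings did not change.

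No paired analysis was possible because the input samples, which share replicate numbers with the ChIP samples, have no values of their own here and enter only through the authors' peak calling. Depth limits the lists at their lower end, where a peak needed a pileup of at least 7 fragments.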

Other observations

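The tests of base composition for the AP-1 heptamer, of read number, p threshold and fold in replicate 3, of gene density, of the matched RAS-MAPK lists, of the RRE near promoters, without AP-1 sites and under other limits, and of pileup at GGATG repeats, by replicate and by rank, were chosen, or had their reading changed, after the result was seen. The AP-1 heptamer and the GGATG repeat were both found by a scan of all 4096 sequences of 6 bases at the strongest summits of these same lists, in which GAGTCA ranked first in each replicate, so what follows on them is not independent of that search. The design gives no contrast that tests a biological explanation of any pattern below. An immunoprecipitation from cells without the tag, and a map of open chromatin, were not analysed here.

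The heptamer TGASTCA (S is C or G), the site that AP-1 factors such as JUN and FOS bind, was present within 100 bp of the summit in 27.1% of shared regions and in 3.21% of windows 2 kb to either side, a ratio of 8.46 (95% bootstrap interval 8.01 to 8.95). The ratio over the peaks of single replicates was 7.02 ± 0.911 (SD, n = 3). Base composition does not account for it, since 0 of 641 other orders of the same letters had as high a ratio. The highest of these, 6.36, was the same site shifted by 1 base. Regional sequence does not account for it either, since the heptamer was 10.7 times as dense within 50 bp of the summit as 200 to 500 bp away (10.2 to 11.2). Nor does promoter DNA, since the ratio was 9.43 (8.83 to 10.1) over 3 kb from any TSS and 6.67 within 3 kb of one. A candidate explanation is that tagged RREB1 is held at sites that AP-1 factors occupy. Preferential recovery of open chromatin, where AP-1 sites are common, is another, and no value here separates them.

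Repeats of GGATG marked the strongest summits. At least 4 copies on 1 strand within 100 bp of the summit were present in 5.20% of shared regions against 0.313% of flanks, and in 51 of the 100 regions with the highest lowest fold. These windows rarely held the AP-1 heptamer (1.54% of them), so that 73.0% of the 100 strongest regions held one or the other. Microsatellites in general do not account for it. Of 15 other repeat units of 3 or 4 bases found in at least 10 flanking windows, 0 had as high a ratio as GGAT, 26.9, their median was 0.370, and the next highest was ATC with a ratio of 15, from 90 summit windows and 12 flanking windows. Extra copies of the repeats in the input are argued against by the local background, which was 0.658 times that of other peaks. Whether this lower background is the whole cause of the higher fold of such peaks cannot be told apart, since the replicates differed. Their pileup was 1.08 (1.05 to 1.10), 1.14 (1.10 to 1.17) and 0.990 (0.964 to 1.01) times that of other peaks in replicates 1, 2 and 3, a mean of 1.07, so that it was higher in 2 replicates and not in the third. At the mean background of the other peaks, the fold computed from the mean pileup would be 4.73 ± 0.335 (SD, n = 3), against 4.44 for other peaks and 6.28 for peaks with the repeat computed the same way, which leaves a difference of 0.285 ± 0.308. For the rank of these regions, the 1000 with the highest pileup among those in all 3 replicates held the repeat in 9.60% of cases against 7.76% of the rest (odds ratio 1.26, two-sided Fisher's exact p 0.0483), and the 100 highest in 20. A lower background may therefore explain much of the rank by fold. The test against it as the whole cause passed the threshold narrowly, with a limit of 1000 regions set after the data were seen. The lists carry no mapping quality, and whether reads of one repeat were placed at another was not tested.

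Chance calls do not account for the regions in 1 replicate only as a whole. The AP-1 heptamer was 4.46 times as frequent at their summits as in their flanks (4.25 to 4.68), and 36.5% of them lay within 3 kb of a TSS against 19.4% at random. Signal near the calling threshold is a candidate explanation. Peaks with a −log10 q of at least 5 overlapped another replicate more often than weaker peaks in 3 of 3 replicates, by a mean of 32.0 percentage points (± 14.7, SD, n = 3).

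Replicate 3 held fewer peaks than the others. Fewer ChIP reads do not account for this, since its genome-wide background was 1.09 times the mean of the others. A stricter p threshold does not either, since at one p threshold the others held 2.33 times as many peaks. A lower enrichment is a candidate explanation, but the values below do not separate it fully from the fewer calls. To avoid choosing regions on the replicates compared, each pair was compared at regions with a −log10 q of at least 10 in the remaining replicate. The median fold of replicate 3 was 0.774 (0.757 to 0.804) times that of replicate 2 and 0.825 (0.800 to 0.838) times that of replicate 1, while that of replicate 1 was 0.965 (0.942 to 1.00) times that of replicate 2. Regions without a called peak stayed in these medians as the lowest values. In the first comparison, 12.3% of regions had no peak in replicate 3 and 2.11% none in replicate 2. In the second, 12.6% had none in replicate 3 and 2.76% none in replicate 1. For replicates 1 and 2 the shares were 2.55% and 2.69%. The lower ratios of replicate 3 thus partly reflect its fewer peaks, to an extent not tested. What would lower the enrichment, if it was lower, was not tested either.

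Over chromosomes 1 to 22 and X, shared regions ranged from 2.36 per Mb on chromosome X to 19.4 per Mb on chromosome 22. Chromosome Y was left out. Over these 23 chromosomes their density followed that of protein-coding genes (Spearman's rho 0.800, permutation p 2e-05; Pearson's r 0.761, p 3e-05; r 0.751 without chromosomes 17 and 19). At equal gene density it also followed the recovered background (partial rank correlation 0.720, permutation p 0.00023; Pearson's r of the rank residuals 0.669, p 0.00046; r 0.664 without chromosomes 1 and 6). These were 2 relations, with adjusted p of 4e-05 and 0.00023. The background, taken at the peaks themselves, stands in for the number of chromosome copies, so the second relation is consistent with more peaks being called on chromosomes that are present in more copies. The copy numbers of this cell line were not measured here.

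With at most 2 mismatches within 100 bp, the RRE was less frequent at summits than in the mean of both flanks, but this deficit is not firm. The ratio was 0.730 (0.610 to 0.884) against the left flank alone, but 0.889 (0.734 to 1.07) against the right flank alone. The left flank itself held the RRE 1.22 times as often as the right (1.01 to 1.45). The ratio to both flanks was 0.989 (0.898 to 1.09) with 250 bp to either side and 0.977 (0.921 to 1.04) with at most 3 mismatches. In regions held by all 3 replicates it was 0.767 (0.609 to 0.978). Of the 9 other settings counted above, 4 had an interval wholly below 1 and 5 had one that included 1. Whether AP-1 sites take its place cannot be told apart, since in regions without the heptamer the flanks gave different answers. The ratio there was 0.765 (0.628 to 0.928) against both flanks and 0.697 (0.562 to 0.859) against the left flank alone. Against the right flank alone its interval included 1. Whether a deficit is limited to regions away from promoters cannot be told apart either, since the ratio within 1 kb of a TSS was 1.02 with an interval from 0.754 to 1.39. GC content was 46.6% at summits and 45.4% in flanks.

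The excess of RAS-MAPK genes was smaller against matched lists, and none of the matched properties accounted for all of it. The odds ratio was 2.00 against lists matched on CpG content (two-sided permutation p 0.0034), 1.95 against lists matched on TSS spread (p 0.0032), 1.81 against lists matched on both (p 0.0112) and 2.01 against lists matched on the number of shared regions 10 to 100 kb away (p 0.003). Whether the genes of the list are expressed in these cells was not analysed, and promoters in use could be bound more often whatever the pathway.

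DNA of an RREB1 transgene without introns does not account for the regions over RREB1, since 0 of the 5 shared summits within the gene lay in coding sequence, and neither did any of the 13, 8 and 8 summits of replicates 1, 2 and 3.

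The replicates held a mean of 30829 peaks, and 22538 regions were shared by at least 2 of them (11130 without replicate 2). Both are higher than the count of sharp peaks quoted from the study above. The study does not state how that count was derived from the 3 replicates, and the list behind it was not analysed here. Stricter settings gave counts on both sides of it. Regions in at least 2 replicates numbered 8257 at a −log10 q of at least 5. Regions in all 3 replicates numbered 10068 in the main setting, 6249 with the same number of peaks and 3499 at that −log10 q.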
